# *Hdac4* Regulates the Proliferation of Neural Crest-Derived Osteoblasts During Murine Craniofacial Development

**DOI:** 10.3389/fphys.2022.819619

**Published:** 2022-02-15

**Authors:** Nayoung Ha, Jian Sun, Qian Bian, Dandan Wu, Xudong Wang

**Keywords:** HDAC4, neural crest, craniofacial skeletal development, frontal bone, cell proliferation

## Abstract

Craniofacial development involves the regulation of a compendium of transcription factors, signaling molecules, and epigenetic regulators. Histone deacetylases (HDACs) are involved in the regulation of cell proliferation, differentiation, and homeostasis across a wide range of tissues, including the brain and the cardiovascular, muscular, and skeletal systems. However, the functional role of *Hdac4* during craniofacial development remains unclear. In this study, we investigated the effects of knocking out *Hdac4* on craniofacial skeletal development by conditionally disrupting the *Hdac4* gene in cranial neural crest cells (CNCCs) using Cre-mediated recombination. Mice deficient for *Hdac4* in CNCC-derived osteoblasts demonstrated a dramatic decrease in frontal bone formation. *In vitro*, pre-osteoblasts (MC3T3-E1 cells) lacking *Hdac4* exhibited reduced proliferative activity in association with the dysregulation of cell cycle-related genes. These findings suggested that *Hdac4* acts, at least in part, as a regulator of craniofacial skeletal development by positively regulating the proliferation of CNCC-derived osteoblasts.

## Introduction

In vertebrates, the formation of a properly developed head is a complex process that requires the coordinated integration of multiple signals from the different germ layers (ectoderm, mesoderm, and endoderm) and their derivatives in concert with the precise regulation of cell migration, proliferation, and differentiation. Craniofacial development begins when cranial neural crest cells (CNCCs), a vertebrate-specific cell population, undergo dorsoventral migration. When migratory CNCCs reach the pharyngeal arches, they begin to proliferate, subsequently giving rise to a variety of head structures, including the craniofacial skeleton, craniofacial nerves, periodontal ligament, and dental mesenchyme (Depew et al., 2002). The specification, migration, and differentiation of CNCCs is regulated by a multitude of transcription factors, signaling molecules, and epigenetic regulators.

Histone deacetylases (HDACs) are key epigenetic enzymes that function by removing acetyl groups from core histones or non-histone proteins, thereby promoting chromatin condensation and regulating transcription. HDACs are characterized as Class I (HDAC1, 2, 3, and 8), and Class II (HDAC4, 5, 6, 7, 9, and 10) based on their protein structure, function, and subcellular localization. HDACs are involved in the regulation of cell proliferation, differentiation, and homeostasis across a wide range of tissues, including the brain and the cardiovascular, muscular, and skeletal systems. Because of their critical functions in gene regulation, HDACs are among the most extensively investigated drug targets, and HDAC inhibitors have been approved for the treatment of many human diseases, including cancer (Duvic and Vu, 2007). However, HDAC inhibitor activity has been implicated in abnormal head development. Notably, valproate syndrome has been described in children born to mothers treated with the HDAC inhibitor valproic acid. The facial features associated with valproate syndrome include a tall forehead with bifrontal narrowing, a flat nasal bridge, and philtrum flattening (Alsdorf and Wyszynski, 2005; Clayton-Smith et al., 2019), strongly suggesting that HDACs play a critical role in craniofacial development and morphogenesis.

In line with these teratogenic effects of HDAC inhibitors, the knockout of several class I HDACs leads to craniofacial abnormalities (Menegola et al., 2006; Haberland et al., 2009; Singh et al., 2013). The conditional deletion of *Hdac3* in CNCCs in the mouse results in cleft palate, microcephaly, frontal bone defects, and improper formation of the zygomatic arch due to enhanced expression of *Msx1*/2 and increased apoptosis of CNCCs (Singh et al., 2013). Similarly, conditional *Hdac8* deletion in CNCCs impairs calvarial development by negatively regulating the expression of *Otx2* and *Lhx1* (Haberland et al., 2009). These findings suggest that different HDAC members may play distinct roles in regulating the development of different parts of craniofacial structures. However, the functions of other HDACs, particularly the class II HDACs, during craniofacial development are less well understood.

Histone deacetylase 4 (HDAC4), a member of the class IIa group of HDACs, has been linked with craniofacial development. In humans, HDAC4 haploinsufficiency leads to brachydactyly mental retardation syndrome (BDMR, OMIM: 600430), also known as 2q37 deletion syndrome, characterized by craniofacial abnormalities, including a prominent forehead, midface retrusion, microcephaly, and a depressed nasal bridge (Williams et al., 2010). High-throughput SNP genotyping and gene expression analysis of infants born with cleft lip and/or palate and their parents showed that HDAC4 is a highly associated candidate gene for BDMR (Park et al., 2006). Additionally, the loss of *hdac4* function in zebrafish leads to impaired palate formation and a shortened face (DeLaurier et al., 2012, 2019). However, the role of *Hdac4* in murine craniofacial development has not been explicitly investigated.

Several studies have suggested that *Hdac4* plays an important role in skeletal development. *Hdac4* has been demonstrated to be an important regulator of chondrocyte maturation and initiation of endochondral ossification in mice (Vega et al., 2004). *Hdac4* suppresses chondrocyte hypertrophy and endochondral bone formation by binding to and suppressing the transactivation of *Runx2* and *Mef2C*. Mice lacking *Hdac4* display early chondrocyte maturation, resulting in ectopic bone formation. The conditional knockout of *Hdac4* in mouse osteoblasts using *Col2.3aI-Cre* influences cortical bone mass and thickness and leads to smaller stature, including short and stiff tails (Nakatani et al., 2018). Meanwhile, overexpressing *Hdac4* in proliferating chondrocytes inhibits bone formation in the process of endochondral ossification (Vega et al., 2004). However, most CNCC-derived craniofacial skeletal tissues undergo intramembranous ossification, in contrast to the endochondral ossification seen in skeletal tissues in other locations of the body. Intramembranous ossification consists of various stages, from cell proliferation and differentiation to matrix maturation and mineralization. No report to date has described intramembranous ossification defects during murine craniofacial skeleton development associated with changes in the expression of any class II HDAC. Consequently, whether and how *Hdac4* influences craniofacial skeleton development remains unknown.

Based on previous findings regarding the critical role of *Hdac4* in murine skeletal development and the proliferation of various cell types, the aim of this study was to evaluate the functional significance of *Hdac4* in craniofacial skeletal development. We found that *Hdac4* is expressed during craniofacial skeletal development in the mouse. The fact that expression of *Hdac4* is detected in osteogenic sites from embryonic day 14.5 (E14.5) suggested that *Hdac4* participates in craniofacial skeletal development. Because the craniofacial deformities in valproate syndrome caused by HDAC inhibition mainly occur in frontal bones, we focused on the role of *Hdac4* in frontal bone development. Using conditional ablation of *Hdac4* in CNCCs, we found that craniofacial skeletal development, particularly frontal bone development, is sensitive to *Hdac4* expression levels. *Hdac4*^fl/fl^*;Wnt1-Cre* mice exhibited reduced cell proliferation in developing frontal bone, leading to a reduction in frontal bone formation. *In vitro*, the knockdown of *Hdac4* in the pre-osteoblastic cell line MC3T3-E1 led to the dysregulation of cell cycle-related genes, such as *Cdkn1a*, *Cdk1*, and *Pcna*, resulting in subsequent cell cycle arrest at the G1 phase. Together, our data suggest that *Hdac4* plays a critical role in the regulation of cell proliferation during craniofacial skeletal development. Our findings not only improve the understanding of the intricate regulatory network underlying craniofacial development, but also provide critical information for interpreting the teratogenic effects of HDAC-targeted drugs.

## Materials and Methods

### Animals

*Wnt1-Cre* mice were obtained from the Jackson Laboratory and crossed with *Hdac4^fl/fl^* mice. In all timed pregnancies, the day of the appearance of a vaginal plug was defined as E0.5. P0 pups and embryos were collected for serial examination. For embryo harvesting, pregnant female mice were sacrificed by CO_2_ intoxication. The gravid uterus was dissected out and suspended in cold PBS. The embryos were harvested after amnionectomy and removal of the placenta. Embryos at the E12.5, E14.5, E15.5, and E16.5 stages (12:00 h of the day when the vaginal plug was detected was counted as E0.5) and P0 pups were used for subsequent experiments. All animal experiments were approved by the Animal Experimental Ethical Inspection of the Shanghai Ninth People’s Hospital affiliated to Shanghai Jiao Tong University, School of Medicine.

### Skeletal Preparation

Cartilage and bone in whole mouse embryos and pups were visualized after the clarification of soft tissue with potassium hydroxide and staining with Alcian Blue and Alizarin Red S (Sigma-Aldrich, St. Louis, MO, United States) as previously described (Nakashima et al., 2002; Ho et al., 2015; Parada and Chai, 2015).

### Micro-Computed Tomographic Imaging and 3D Reconstruction

Micro-computed tomography (micro-CT) was performed using a SkyScan 1176 (Bruker, Germany). Micro-CT images were acquired from P0 mice with the X-ray source voltage of 45 kV and current of 550 μA. Data were collected at a resolution of 18 μm. Volume rendering in 3D was achieved using Mimics (Materialize). Micro-CT scans of three replicates per genotype per stage were evaluated. All landmarks were determined based on Landmark Viewer (Richtsmeier Laboratory, Pennsylvania State University) available at www.getahead.la.psu.edu.

All the bones used in this study were manually segmented. Micro-CT scanning data were uploaded to Mimics as DICOM files. The background noise from these segmentations and bones outside the scope of this study were manually removed. The remaining craniofacial bones were isolated and labeled using pre-scale thresholds. Volumetric data were then rendered using Mimics’s 3D calculation tools and 3-matic (Materialize) was used for the measurements of isolated bones. The mean measurements of the bones were compared between the P0 control and mutant groups.

### Histology, Immunohistochemistry, and Immunofluorescence

For histology and immunofluorescence, the heads of the pups and embryos were fixed overnight in 4% PFA, dehydrated to 100% ethanol, embedded in paraffin, and sectioned into 5-μm-thick slices. Immunohistochemical and immunofluorescence staining was performed with anti-Hdac4 polyclonal antibody (ab12172, Abcam, United States, 1:250), anti-Runx2 antibody (sc-390351, Santa Cruz, United States, 1:50), anti-Ki67 rabbit monoclonal antibody (ab16667, Abcam, 1:200), anti-P21/Cdkn1a mouse monoclonal antibody (sc-6246, Santa Cruz, 1:50), goat polyclonal secondary antibody to rabbit IgG (ab150078, Abcam, 1:500), and goat polyclonal secondary antibody to mouse IgG (ab150114, Abcam, 1:500) following a previously described protocol (Zhao et al., 2020). Images were captured using an Olympus IX83 inverted microscope.

### Cell Culture

MC3T3-E1 cells were purchased from the Cell Bank of the Chinese Academy of Sciences, Shanghai, and maintained at 37°C with 5% CO_2_. The cells were cultured in MEM-α containing 10% FBS and 1% penicillin/streptomycin. For tasquinimod treatment, the cells were treated with tasquinimod (10 μM) for 7 days.

The culture medium was changed every 2 days.

### Construction of Short Hairpin RNA Expression Vectors and Cell Infection

Three short hairpin RNAs (shRNAs) targeting Hdac4 (NC_000067; Hdac4-shRNA1, GCAGATCCAGCGGCAGATACT; Hdac4-shRNA2, GCAGTTGTCCCGACAGCATGA; Hdac4-shRNA3, GCATGAGGCACAGTTGCATGA) and scrambled non-silencing RNA (TTCTCCGAACGTGTCACGT) were designed and synthesized by Genomeditech (Shanghai, China). 

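The target sequences were located by exact search in the mouse transcripts of GENCODE M21 (GRCm38). Hdac4 (ENSMUSG00000026313) is annotated on the minus strand of chromosome 1 from 91928779 to 92195699, with 12 transcripts. Each of the 21-base Hdac4 sequences matched Hdac4 transcripts and no transcript of another gene, whereas the 19-base scrambled sequence matched no transcript on the sense strand. In Hdac4-202 (ENSMUST00000097644), a protein-coding transcript of 8100 bases in 27 exons, the 3 sites lie in the coding sequence within exon 4. The Hdac4-shRNA1 site covers bases 544 to 564 of this transcript (chromosome 1, 92030028 to 92030048), the Hdac4-shRNA2 site bases 592 to 612 (92029980 to 92030000), and the Hdac4-shRNA3 site bases 607 to 627 (92029965 to 92029985), so that the Hdac4-shRNA2 and Hdac4-shRNA3 sites overlap. The Hdac4-shRNA3 site GCATGAGGCACAGTTGCATGA is preceded by CCAGCGTCAACATGAGCAGTTGTCCCGACA and followed by ACATATCAAGCAGCAGCAGGAGATGCTGGC. It is present in 3 of the 12 Hdac4 transcripts, all of them protein-coding, and the sites of Hdac4-shRNA1 and Hdac4-shRNA2 are each present in 4.

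**Figure D1:**
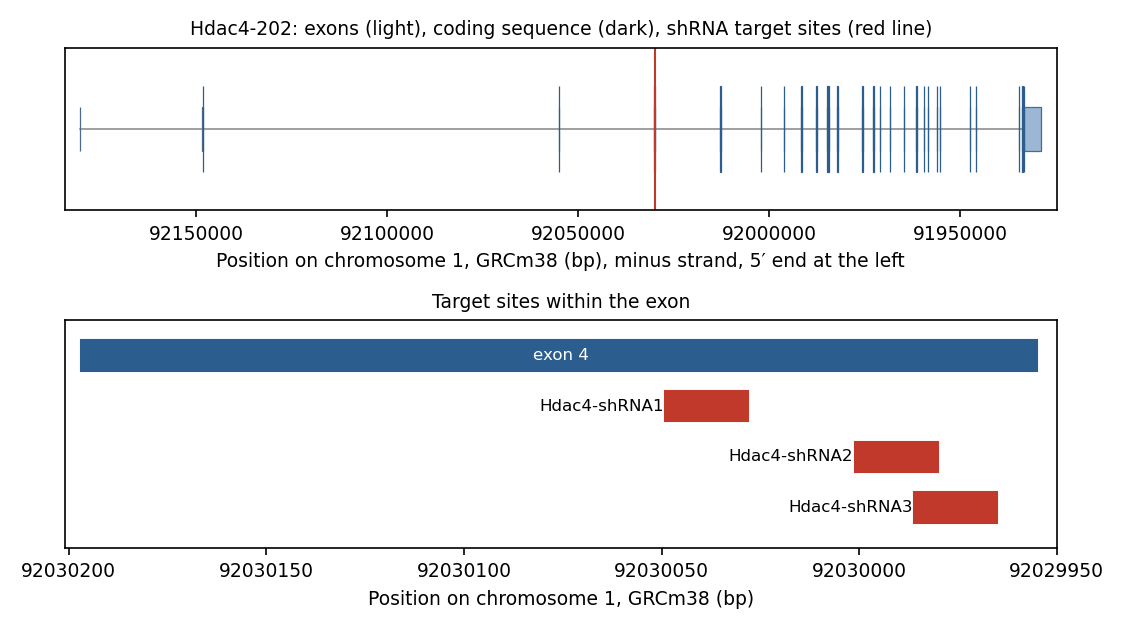
Map of the Hdac4-202 transcript on chromosome 1 (GRCm38 positions in bp, 5′ end at the left) with exons in light and coding sequence in dark blue, and an enlarged view of exon 4 with the target site of each shRNA in red. The 3 sites lie between 92029965 and 92030048.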

The shRNAs were cloned into the pGMLV-HU6-MCS-CMV-ZsGreen1-PGK-Puro lentiviral vector yielding recombinant lentiviral shRNA expression vectors. ShRNA-containing lentiviruses were packaged and amplified by co-transfecting pGMLV-HU6-MCS-CMV-ZsGreen1-PGK-Puro vector together with pSPAX2 and pMD2G into 293T cells (at 70–80% confluence) in the presence of Lipofectamine 2000. At 48 h, the supernatants were collected and filtered through 0.22-μm cellulose acetate filters (Millipore, Billerica, MA, United States). The viral titer was determined by endpoint dilution assay. MC3T3-E1 cell suspensions were generated by trypsinization. The suspensions were placed in six-well plates at 2 × 10^4^ cells/well, incubated at 37°C with 5% CO_2_ for 24 h, and then infected with shRNA-lentiviruses (5 μg/mL) in polybrene (Beyotime Institute of Biotechnology, Jiangsu, China) for 12 h. Following the addition of normal culture medium, the cells were incubated for a further 48 h. To obtain stably infected cells, MC3T3-E1 cells were cultured in MEM-α supplemented with 5 μg/mL puromycin (Beyotime Institute of Biotechnology) for 7 days.

### EdU Assay

Cell proliferation was assayed using a BeyoClick™ EdU-555 Imaging Kit (Beyotime Institute of Biotechnology) according to the manufacturer’s instructions. Cells were incubated in the presence of 10 μM EdU for 2 h after which azide 555 was added to detect the incorporated EdU. The EdU-positive nuclei were counted in at least three randomly selected fields of view on microscopic images taken at ×100 and ×200 magnification using an Olympus IX83 inverted microscope. EdU-positive cells were quantified using ImageJ software (NIH).

### Real-Time Reverse Transcription-Quantitative PCR

For RT-qPCR analysis, 1 μg of total RNA was reverse transcribed into cDNA using Hifair 1*^st^* Strand cDNA Synthesis SuperMix for qPCR (11141ES10; Yeasen Biotech, China) following the manufacturer’s instructions. Quantitative PCR was performed on a Lightcycler 96 (Roche) with Hieff qPCR SYBR Green Master Mix (No Rox) (11201ES03; Yeasen Biotech). Relative mRNA expression levels were calculated using the 2^–ΔΔCT^ method and normalized to those of *GAPDH*. The sequences of all the primers used in this study are shown in Supplementary Table 1.

### Western Blotting

For Western blot analysis, total protein was extracted from cultured cells in protein lysis buffer (50 mM Tris–HCl, pH 8.0; 10 mM NaCl; 10% NP-40) containing protease and phosphatase inhibitors (P1045, Beyotime Institute of Biotechnology) on ice. Equal amounts of protein (40 μg/lane) were separated by (10%) SDS–PAGE (120 V) and transferred to polyvinylidene fluoride membranes (FFP24, Beyotime Institute of Biotechnology; 100 V for 120 min), and then incubated first with antibodies against Hdac4 (mouse monoclonal; Cell Signaling Technology, #7628, 1:2,000), Pcna (mouse monoclonal; Cell Signaling Technology, #2586, 1: 2,000), and β-actin (rabbit monoclonal; Cell Signaling Technology, #4970, 1:1,000) and then with HRP-conjugated goat anti-rabbit secondary antibody (LF102, Epizyme, China) and HRP-conjugated goat anti-mouse secondary antibody (LF101, Epizyme). The membranes were washed and bound antibodies were visualized using a chemiluminescence reagent (P0018A, Beyotime Institute of Biotechnology).

### Cell Counting Kit-8 Assay

Cells were plated in 96-well plates (1,000 cells/well) and incubated at 37°C with 5% CO_2_ for 24 h. Cell counting kit-8 (CCK-8) reagent (10 μL; Yeasen Biotech) mixed with 100 μL of mesenchymal stem cell medium was then added to each plate followed by incubation at 37°C with 5% CO_2_ for 1 h. Cell proliferation was assessed by measuring the optical density (OD) using an Epoch microplate reader (BioTek, United States).

### Cell Cycle Analysis by Flow Cytometry

Cells were plated in 100-mm diameter dishes at a 1:3 dilution and incubated at 37°C with 5% CO_2_ for 24 h. The cells were then rinsed with sterile PBS, harvested using 0.25% trypsin-EDTA, resuspended in PBS, centrifuged at 1,000 rpm for 5 min at room temperature (RT), washed twice with PBS, and fixed in chilled 70% ethanol overnight at −20°C. The next day, the cells were washed with PBS, treated with RNase (100 μg/mL), stained with propidium iodide (50 μg/mL) for 30 min at RT, and subjected to flow cytometry using a BD LSRFortessa system (BD Biosciences, San Jose, CA, United States). Data were analyzed using FlowJo (FlowJo LLC) software.

### Statistical Analysis

GraphPad Prism v.7.0a for Windows (GraphPad Software, La Jolla, CA, United States) was used for the statistical analysis. All numerical data are presented as means ± SD. Independent two-tailed Student’s *t*-tests were used for comparisons between two groups. Differences were considered statistically significant at *p*-value < 0.05.

## Results

### *Hdac4* Participates in Frontal Bone Development

To explore the role of *Hdac4* in frontal bone development, we first examined HDAC4 protein expression in the mouse embryonic head at different developmental stages. At E14.5 and E16.5, HDAC4 protein was strongly expressed in the frontal bone primordium, but could hardly be detected in condensed mesenchymal cells in the presumptive frontal primordium at E12.5 (Figure 1A). To confirm that Hdac4 was indeed expressed in presumptive osteoblasts, we examined the Runx2 expression domain by immunofluorescence in coronal sections from E14.5 and E16.5 embryos. As expected, the Runx2 expression domain overlapped with that of HDAC4 in the frontal primordium (Figure 1B). These results indicated that *Hdac4* might be involved in frontal bone development.

**FIGURE 1:**
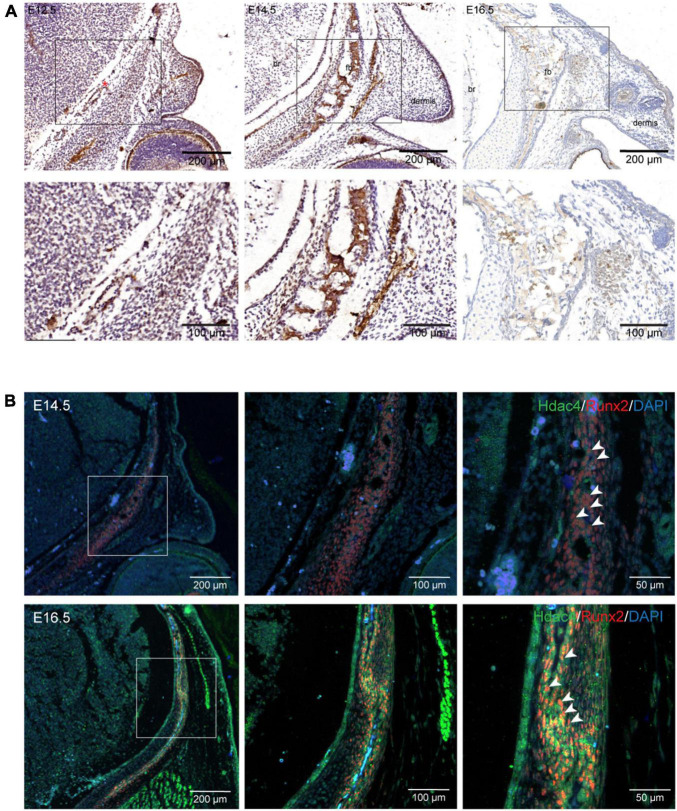
*Hdac4* expression during frontal bone development. **(A)** Immunohistochemical staining of coronal sections of the embryonic mouse head at E12.5, E14.5, and E16.5. At E12.5, HDAC4 expression was not evident in condensed mesenchymal cells in the presumptive frontal primordium (red asterisk). HDAC4 expression was detected in the frontal bone at E14.5 and E16.5. **(B)** Immunofluorescence staining of coronal sections of the embryonic mouse head at E14.5 and E16.5. HDAC4 expression largely overlapped with that of Runx2 (white arrowhead). Br, brain; fb, frontal bone.

### Conditional Knockout of *Hdac4* in Cranial Neural Crest Cells Leads to Decreased Frontal Bone Formation

To determine the role of *Hdac4* in the development of the craniofacial skeleton, we generated mice with conditional knockout of *Hdac4* in CNCCs by crossing *Hdac4^fl/fl^* mice with *Wnt1-Cre* mice (Supplementary Figure 1). Immunofluorescence staining of coronal sections of the head of E15.5 embryos showed that HDAC4 expression was significantly reduced in *Hdac4*^fl/fl^*;Wnt1-Cre* mice compared with that in control mice. Using Western blot analysis, we confirmed that HDAC4 expression was specifically reduced in CNCC-derived craniofacial tissues, but not in the forelimb, of *Hdac4*^fl/fl^*;Wnt1-Cre* at P0 (Figure 2A). *Hdac4*^fl/fl^*;Wnt1-Cre* pups at birth exhibited normal craniofacial size, and no macroscopic deformities were apparent. However, volume rendering of micro-CT images showed that the frontal bones of *Hdac4*^fl/fl^*;Wnt1-Cre* pups were deformed and smaller than those of their control littermates (Figure 2B).

**FIGURE 2:**
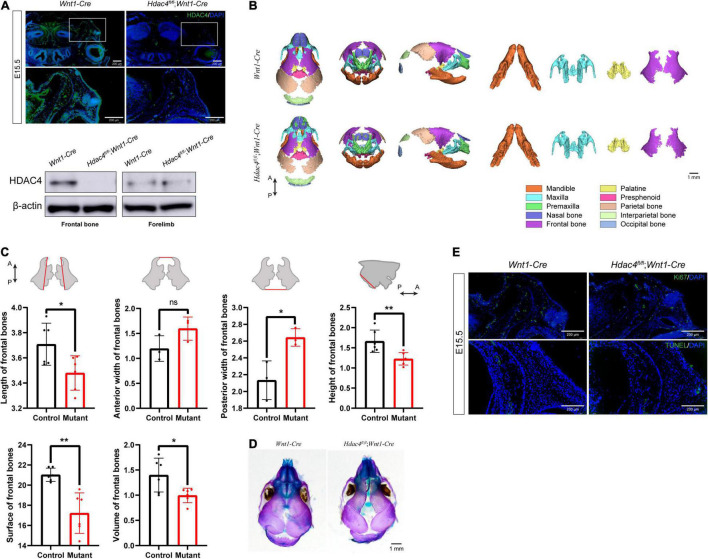
The conditional knockout of *Hdac4* in cranial neural crest cells (CNCCs) results in an underdeveloped frontal bone. **(A)** Immunofluorescence staining of HDAC4 in frontal bone at E15.5. Western blotting of frontal bone and forelimbs in control and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice at P0. **(B)** Posteroanterior, lateral, and frontal views of micro-computed tomographic rendering of a skull of a P0 *Wnt1-Cre* and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mouse. Note the decreased frontal bone formation in the *Hdac4*^fl/fl^*;Wnt1-Cre* mutants. The maxilla, mandible, palatine bone, and frontal bone were isolated at P0. *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice exhibited smaller frontal bones and there was a wider interfrontal gap between frontal bones compared with that in *Wnt1-Cre* (control) mice. The palatine bones of *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice were slightly smaller than those of *Wnt1-Cre* mice, while the maxilla and mandibles were of normal size and had no macroscopic deformities. **(C)** Quantification of the size (length, width, and height) of frontal bones from control (*n* = 3) and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice (*n* = 3). Comparison of the surface area and volume of frontal bones from control (*n* = 3) and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice (*n* = 3). P→A: posterior to anterior. *P < 0.05; **P < 0.01; ns. not significant. **(D)** Skeletal preparations showing the top view of the frontal bones in the P0 control and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant pups. **(E)** Immunofluorescence staining of Ki67 and TUNEL staining in the frontal bone at E15.5.

Next, we isolated and measured the size of the frontal bones of control and *Hdac4*^fl/fl^*;Wnt1-Cre* mice. To compare bone size, the bones were labeled with anatomical landmarks that could be used as reference points, as defined in a previous study (Garcia-Wilson and Perkins, 2005). The frontal bones were significantly smaller in *Hdac4*^fl/fl^*;Wnt1-Cre* mice than in control mice by approximately 85.7% in length, 142.7% in posterior width (a larger posterior gap between both frontal bones), and 74.2% in height; no significant differences were seen in anterior width. Bone surface and volume in *Hdac4*^fl/fl^*;Wnt1-Cre* mice were approximately 86.4 and 75.8%, respectively, those of control mice (Figure 2C). Additionally, *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice exhibited increased bone porosity and impaired frontal bone development, characterized by a wide interfrontal suture between the two frontal bones (Figure 2D).

Next, we sought to determine the cause of the reduced frontal bone formation in *Hdac4*^fl/fl^*;Wnt1-Cre* mice. We found that the expression of Ki67, a well-known proliferation marker, in coronal sections of the E15.5 head was significantly reduced in the frontal primordia of *Hdac4*^fl/fl^*;Wnt1-Cre* mice (Figure 2E), indicating that cell proliferation was suppressed in the frontal bone. To determine whether the disrupted frontal bone formation resulted from an increase in abnormal cell death, we performed a TUNEL assay on histological sections. The cell apoptosis signal of osteoblast lineages within the frontal primordia was indistinguishable between mutant and control mice (Figure 2E). These data suggested that *Hdac4* is involved in the proliferation, but not survival, of CNCC-derived osteoblast lineage cells during frontal bone development. The decreased proliferative potential of osteoblast lineage cells could explain the frontal bone defects in *Hdac4*^fl/fl^*;Wnt1-Cre* mice. Overall, these results indicated that the conditional knockout of *Hdac4* in CNCC-derived osteogenic lineage cells leads to decreased cell proliferation, which results in frontal bone defects in *Hdac4*^fl/fl^*;Wnt1-Cre* mice.

### Ablation of *Hdac4* Resulted in Decreased Osteoblast Proliferation

To clarify the potential role of *Hdac4* in the proliferation of pre-osteoblasts, we first performed cell proliferation assays on MC3T3-E1 cells treated either with the HDAC4 inhibitor tasquinimod (10 μM) or DMSO (10 μM, control). The optimum concentration of tasquinimod was determined based on preliminary experiments with the 1, 2.5, 5, and 10 μM concentrations. The HDAC inhibiting efficiency was verified by assessment of upregulation of *Runx2* expression using RT-qPCR (Supplementary Figure 2). The RT-qPCR results showed that, compared with the controls, *Ki67* expression was downregulated (0.5-fold) in tasquinimod-treated cells (Figure 3A). CCK-8 and EdU incorporation assays further showed that tasquinimod treatment at the 10 μM concentration inhibited the proliferative ability of MC3T3-E1 cells (Figures 3A,B).

**FIGURE 3:**
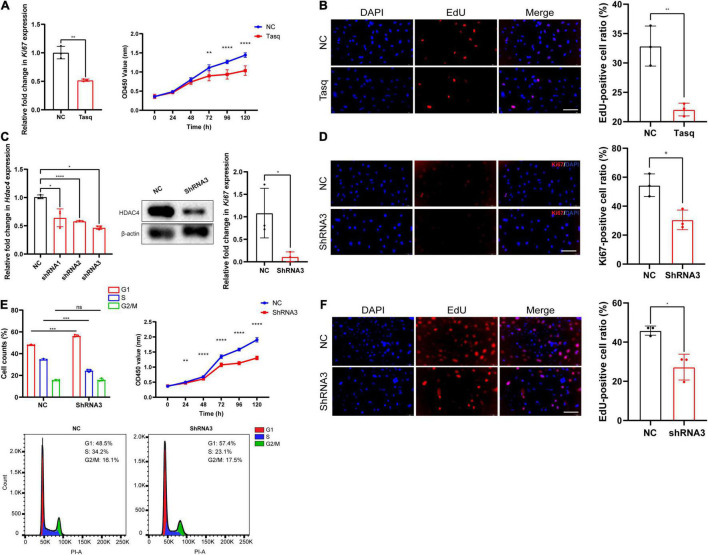
The effect of *Hdac4* on the proliferation of MC3T3-E1 cells. **(A)** RT-qPCR analysis of *Ki67* expression in cells treated with tasquinimod (Tasq) (10 μM) for 7 days. Cell proliferation assays were performed for control and tasquinimod-treated (10 μM) cells at 0, 24, 48, 72, 96, or 120 h (0–5 days). **(B)** Images and quantification of EdU staining (red) in MC3T3-E1 cells after treatment with 10 μM tasquinimod for 7 days. Nuclei were counterstained with DAPI (blue). Scale bar, 100 μm. **(C)** RT-qPCR analysis of *Hdac4* knockdown in MC3T3-E1 cells transfected with negative control (NC) or one of three Hdac4-specific shRNAs (*n* = 3). Western blotting of HDAC4 in control and shRNA3-transfected cells. RT-qPCR of *Ki67* in control and *Hdac4* knockdown cells. **(D)** Immunofluorescence staining of Ki67 in control and shRNA3-transfected cells. **(E)** Flow cytometric analysis of the effect of *Hdac4* knockdown on the cell cycle. The bar graph represents the percentage distribution of control and *Hdac4* knockdown cells in different phases of the cell cycle. The cell cycle distribution of control and *Hdac4* knockdown cells is shown. Cell proliferation assays were performed in control and *Hdac4* knockdown cells at 0, 24, 48, 72, 96, or 120 h after transfection (day 0–5). **(F)** Images and quantification of EdU staining (red) in control and *Hdac4* knockdown cells. Nuclei were counterstained with DAPI (blue). Scale bar, 100 μm. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To further explore the role of *Hdac4* in cell proliferation *in vitro*, we established *Hdac4* knockdown MC3T3-E1 cells through the transfection of shRNA expression vectors. The protein and mRNA levels of Hdac4 were subsequently detected by Western blotting and RT-qPCR, respectively (Figure 3C). We found that Hdac4-shRNA3 exerted the greatest inhibitory effect on the expression level of *Hdac4* (*p* < 0.0001). Consequently, Hdac4-shRNA3-expressing cells were used for further experiments. As shown in Figure 2C, *Ki67* mRNA expression was significantly downregulated in the Hdac4-shRNA3-expressing cells compared with that in cells treated with the negative control (Hdac4-NC) (*p* < 0.05). Immunofluorescence staining further showed that the numbers of Ki67-positive cells were significantly reduced in the Hdac4-shRNA3 treatment group (Figure 3D). The results of the CCK-8 assay demonstrated that the proliferation rate of Hdac4-shRNA3-treated cells was lower than that of control cells (Figure 3E). In addition, flow cytometric analysis showed that, compared with controls, the proportion of cells in the G1 phase was significantly increased (57.4%), whereas that of cells in the S phase was decreased (23.1%) in Hdac4-shRNA3-expressing cells (Figure 3E). EdU staining showed that the ratio of EdU-positive cells was significantly lower in the Hdac4-shRNA3 treatment group than in the negative control group (*p* < 0.05) (Figure 3F). Together, these data indicated that *Hdac4* facilitates cell proliferation in MC3T3-E1 cells.

### The Gene Expression Profile of MC3T3-E1 Cells Is Altered After *Hdac4* Knockdown

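Sequencing covered 3 libraries of MC3T3-E1 cells, a mouse pre-osteoblast line, carrying the scramble lentivirus and 3 of cells carrying the Hdac4-shRNA3 lentivirus, after selection with 5 μg/ml puromycin for 7 days. The authors deposited, for each library, the number of reads counted on each of 53801 Ensembl genes, without normalization. Reads counted on genes numbered 31053296, 30664721 and 29096544 in the scramble libraries and 30331863, 31651826 and 29554263 in the Hdac4-shRNA3 libraries. Counts were normalized by the TMM method and compared by the quasi-likelihood F test of edgeR, with Benjamini-Hochberg adjustment over the 14531 genes that passed filterByExpr, and are given as normalized counts scaled to library size (CPM).

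Hdac4, the targeted gene, was counted 1243, 1204 and 1136 times in the scramble libraries and 950, 927 and 887 times in the Hdac4-shRNA3 libraries. Its level was 40.3 ± 0.412 CPM (SD, n = 3) in scramble libraries and 29.6 ± 0.981 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, or 73.6% of the scramble level, a log2 fold change of -0.44 (SE 0.057, adjusted p = 8.98e-07). The 3 Hdac4-shRNA3 libraries all lay below the 3 scramble libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Upper quartile normalization moved the log2 fold change most, to -0.35, and leaving out each library in turn gave values from -0.46 to -0.42. Among the 14531 genes, Hdac4 ranked 4641 by p-value and 7445 by the size of its log2 fold change. Of the 15813 exon bases of Hdac4, 3536 are shared with Gm26720. Reads recorded as shared between genes are not part of the gene counts, so this overlap may lower the Hdac4 counts in both groups.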

To investigate the potential mechanisms involved in how *Hdac4* regulates cell proliferation in MC3T3-E1 cells, cells transfected with scramble or Hdac4-shRNA3 lentivirus (three biological replicates) were subjected to RNA sequencing. 

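With a log2 fold change threshold of 0.05 and an adjusted p-value threshold of 0.05, 5521 genes were upregulated and 5393 downregulated in Hdac4-shRNA3 libraries, together 75.1% of the 14531 genes tested. The smallest log2 fold change among these genes was 0.088 in size, so the fold change threshold removed none of them. Raising the threshold to 0.5 left 3579 upregulated and 2879 downregulated genes. Among the other normalizations, the upper quartile method moved the counts most, to 6316 upregulated and 4608 downregulated genes, with a shift of 0.089 in the median log2 fold change. With the replicate number as a block, 5523 genes were upregulated and 5441 downregulated, and same-numbered scramble and Hdac4-shRNA3 libraries showed no common deviation from their group means (mean correlation across genes 0.0108). The 3 libraries of one group did not overlap the 3 of the other for 11158 genes (76.8% of those tested, against 10% by chance). The biological coefficient of variation between replicates was 4.79%.

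Among downregulated genes with at least 100 counts per library on average, Nefl was at least 2586-fold lower in Hdac4-shRNA3 libraries, Hhip was at least 440.4-fold lower and Add2 was at least 182-fold lower, each with 3 counts or fewer in every Hdac4-shRNA3 library. Among upregulated genes, Fmod was at least 515-fold higher, with 3 counts or fewer in every scramble library, and Itga11 rose from 0.538 ± 0.0902 to 88.7 ± 2.94 CPM (SD, n = 3). Nefl shares 1108 of its 3380 exon bases with Nefm.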

Analysis of the differentially expressed genes (DEGs; log2FC > 0.05, *p*-adj < 0.05) revealed that 3,913 genes were upregulated and 2,964 downregulated in Hdac4-shRNA3-expressing cells compared with that in control cells (Figure 4A). Gene Ontology (GO) analysis of all the DEGs showed that the downregulation of *Hdac4* suppressed cell proliferation through the regulation of biological processes associated with “mitotic nuclear division,” “nuclear division,” and “chromosome segregation” (Figure 4B), and promoted biological process such as “respond to wound healing,” “extracellular matrix organization,” and “ossification,” which is in line with previously reported results (Vega et al., 2004). 

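Over-representation was tested with mouse Reactome sets in place of GO terms, by a one-sided Fisher's exact test adjusted over 32 tests. The direction of each set as a whole was tested by camera, adjusted over 16 sets. M Phase had 166 of 224 genes downregulated, against 36.6% of the other genes (odds ratio 4.96, Fisher's exact test adjusted p = 1.59e-28), and their median log2 fold change was -0.43 (camera adjusted p = 6.62e-11). Mitotic Prometaphase, which covers chromosome alignment, had 85 of 99 genes downregulated, against 36.8% of the other genes (odds ratio 10.4, Fisher's exact test adjusted p = 1.01e-22), with a median of -0.76 (camera adjusted p = 1.58e-14). Mitotic Anaphase, the stage of chromatid separation, had 125 of 157 genes downregulated, against 36.7% of the other genes (odds ratio 6.74, Fisher's exact test adjusted p = 9.58e-27), with a median of -0.52 (camera adjusted p = 1.14e-12).

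In the other direction, Extracellular matrix organization had 108 of 183 genes upregulated, against 37.7% of the other genes (odds ratio 2.38, Fisher's exact test adjusted p = 2.06e-08), with a median log2 fold change of 0.46 (camera adjusted p = 0.00123). Collagen formation had 36 of 56 genes upregulated, against 37.8% of the other genes (odds ratio 2.96, Fisher's exact test adjusted p = 0.000165), with a median of 0.72 (camera adjusted p = 0.000157). For ossification, a list of 30 osteoblast genes was used, of which 23 were tested. Of these, 19 were upregulated, 3 downregulated and 1 not called, the same numbers with adjustment over the list alone, and the median log2 fold change was 1.81. Splits of the 6 libraries that mixed the groups also gave 8 to 12 of the 16 sets an adjusted camera p below 0.05, against 14 for the real split, but each of these splits still holds part of the difference between the groups and is not free of it. The wound healing term was not analysed here.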

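S phase and G2/M phase genes were examined separately. Of the 54 genes in the G2/M list of Seurat that were tested, 53 were downregulated and 1 upregulated (odds ratio 90.5 among downregulated genes, one-sided Fisher's exact test adjusted p = 3.04e-21), with a median log2 fold change of -1.39. The S phase list had 34 of 43 genes downregulated (odds ratio 6.42, adjusted p = 8.25e-08 from Fisher's exact test) and a smaller median, -0.54. In the Reactome sets, 89 of 115 S Phase genes (odds ratio 5.87) and 79 of 97 DNA Replication genes (odds ratio 7.52) were downregulated, with medians of -0.36 and -0.38. With a log2 fold change threshold of 0.5, the odds ratios among downregulated genes were 1.93 for S Phase (adjusted p = 0.0031), 1.91 for DNA Replication (adjusted p = 0.00774), 4.26 for the S phase list (adjusted p = 1.41e-05) and 40.3 for the G2/M list. With a threshold of 1, the first 3 fell below 1, to 0.38, 0.455 and 0.63, whereas the G2/M list was still at 20.4.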

The results of GO enrichment analysis indicated that multiple biological processes related to cell proliferation were affected in the Hdac4-shRNA3 group. Furthermore, “PI3K-Akt signaling pathway,” “calcium signaling pathway,” and “extracellular matrix-receptor (ECM-receptor) interaction pathway” were among the most enriched pathways among the upregulated genes. 

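For the pathways named for upregulated genes, Reactome sets with related names gave different results. Their genes were not compared with those of the paper's pathways. PI3K AKT activation had 36 of 66 genes upregulated, against 37.9% of the other genes (odds ratio 1.97, Fisher's exact test adjusted p = 0.0101), and its median log2 fold change was 0.36 (camera adjusted p = 0.0395). The camera p-value of this set no longer passed 0.05 with upper quartile normalization, where the median was 0.45, nor under 6 other alternatives. Its odds ratio among upregulated genes was 1.88 at a log2 fold change threshold of 0.5 (Fisher's exact test adjusted p = 0.0254). At a threshold of 1 it was 1.63 and no longer passed (Fisher's exact test adjusted p = 0.164). Ca2+ pathway had 9 of 28 genes upregulated and 12 downregulated, with an odds ratio among upregulated genes of 0.774 (one-sided Fisher's exact test, adjusted p = 1) and a median of -0.02 (camera adjusted p = 0.703). The sign of that median changed with the normalization, to 0.071 with the upper quartile method. For ECM-receptor interaction, ECM proteoglycans had 38 of 53 genes upregulated, against 37.8% of the other genes (odds ratio 4.16, Fisher's exact test adjusted p = 1.97e-06), with a median of 0.96 (camera adjusted p = 8.44e-06), and Integrin cell surface interactions had 36 of 60 genes upregulated, against 37.9% of the other genes (odds ratio 2.46, Fisher's exact test adjusted p = 0.00105), with a median of 0.84 (camera adjusted p = 0.0175). With at least 10 counts required in every library, the median of the integrin set fell to 0.25 and its camera p-value no longer passed 0.05. The KEGG annotations were not used here.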

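Cell Cycle, Mitotic, the broadest Reactome cell cycle set tested, had 288 of 387 genes downregulated, against 36.1% of the other genes (odds ratio 5.14, Fisher's exact test adjusted p = 4.57e-50), whereas 39 were upregulated. Its median log2 fold change was -0.41 (camera adjusted p = 9.46e-13), with 320 genes lower and 67 higher in Hdac4-shRNA3 libraries. Pcna (ENSMUSG00000027342; chromosome 2, 132249162 to 132253314), which encodes the sliding clamp of DNA polymerase, was measured at 348 ± 10.4 CPM (SD, n = 3) in scramble libraries and 229 ± 4.52 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -0.61 (SE 0.0397, adjusted p = 3.59e-11). Mki67 (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361), which encodes the Ki67 antigen, was at 474 ± 22.6 CPM (SD, n = 3) in scramble libraries and 214 ± 13.8 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -1.14 (SE 0.0483, adjusted p = 3.20e-14). For both genes, the difference between the groups was larger than the spread between replicates, and the 3 Hdac4-shRNA3 libraries all lay below the 3 scramble libraries. Muscle contraction had 30 of 46 genes downregulated, against 37.1% of the other genes (odds ratio 3.18, Fisher's exact test adjusted p = 0.000273). Axon guidance had 103 of 226 genes downregulated, against 37% of the other genes (odds ratio 1.42, Fisher's exact test adjusted p = 0.0117), but its median log2 fold change was only -0.06 (camera adjusted p = 0.326) and turned positive, 0.028, with upper quartile normalization.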

The pathways enriched among the downregulated genes in the Hdac4-shRNA3 group included “cell cycle,” which is closely related to cell proliferation (Figure 4C).

**FIGURE 4:**
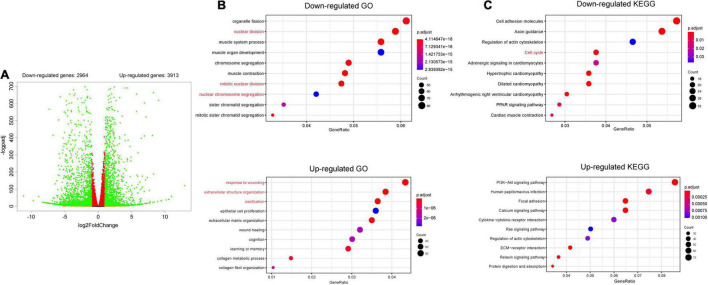
RNA sequencing of MC3T3-E1 cells transfected with scramble or shRNA3 lentivirus (*n* = 3). **(A)** Volcano plots for all the genes of the control and Hdac4-shRNA3 groups. Green dots on both sides indicate up- and downregulated differentially expressed genes (DEGs; *p*-adj < 0.05). **(B)** The top 10 GO terms associated with biological processes (*p*-adj < 0.05) involving the downregulated genes in the Hdac4-shRNA3 group. **(C)** The top 10 enriched KEGG pathways associated with the downregulated genes (*p*-adj < 0.05) in the Hdac4-shRNA3 group.

### *Hdac4* Promotes Osteoblast Proliferation by Regulating the Expression of Multiple Cell Cycle-Related Genes

STRING analysis showed that *Hdac4* knockdown resulted in changes in the expression of multiple cell cycle-related genes (Figure 5A). 

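All 32 genes drawn in Figure 5A, Hdac4 included, passed the thresholds, 10 upregulated and 22 downregulated, with adjustment over all genes tested or over the 32 alone. For each, the libraries of one group lay wholly outside those of the other. The log2 fold changes ranged from -3.98 for Nes to 3.10 for Cspg4, with a median of -1.39. Ccnb1 (ENSMUSG00000041431; chromosome 13, 100778650 to 100786570), which encodes cyclin B1, was at 232 ± 2.15 CPM (SD, n = 3) in scramble libraries and 58 ± 2.48 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -2.00 (SE 0.045, adjusted p = 1.37e-18). It lies in a stretch of 50 tested genes on chromosome 13 of which 40 were lower in Hdac4-shRNA3 libraries. Cdk1 (ENSMUSG00000019942; chromosome 10, 69335146 to 69352938) was at 292 ± 1.65 CPM (SD, n = 3) in scramble libraries and 96.2 ± 3.35 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -1.60 (SE 0.0418, adjusted p = 1.53e-17). Ccna2 (ENSMUSG00000027715; chromosome 3, 36564865 to 36572150), which encodes cyclin A2, was at 254 ± 3.34 CPM (SD, n = 3) in scramble libraries and 96.2 ± 3.68 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -1.40 (SE 0.0427, adjusted p = 1.70e-16), and shares 510 of its 4083 exon bases with Exosc9. The mitotic genes Aurka, Plk1, Ube2c, Prc1, Kif23, Racgap1, Ect2, Espl1 and Rad21 had log2 fold changes from -2.20 to -1.10. The upregulated genes included the growth factor receptor genes Pdgfra (log2 fold change 2.39), Pdgfrb (1.82) and Flt1 (1.98). From its STRING analysis, the paper states that Hdac4 knockdown changed the expression of multiple cell cycle-related genes.

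**Figure D2:**
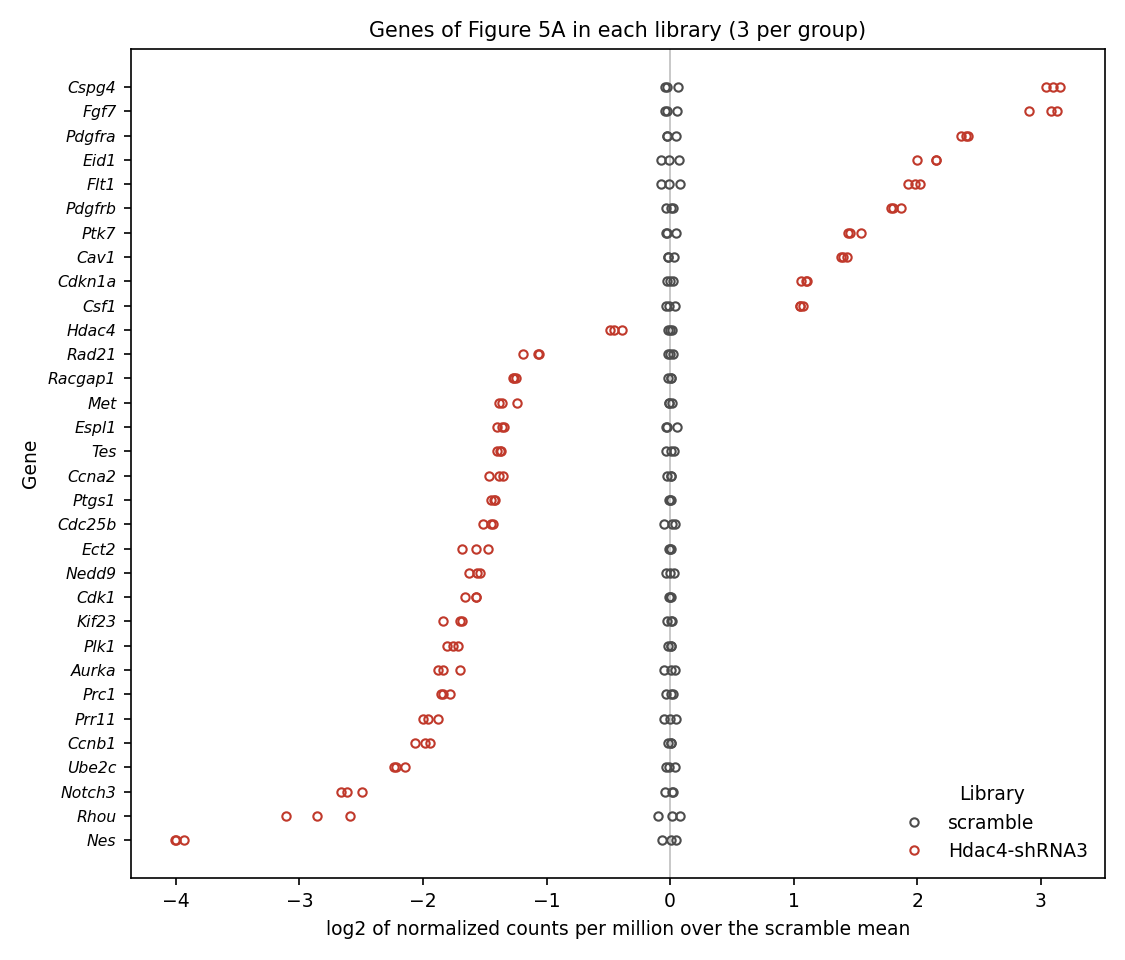
Normalized counts of each gene drawn in Figure 5A in each of the 6 libraries, as the log2 ratio to the mean of the scramble libraries (gray circles, scramble; red circles, Hdac4-shRNA3). For all 32 genes, 10 higher and 22 lower, the 3 red circles lie apart from the 3 gray circles.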

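Cdkn1a (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727), which encodes the cyclin-dependent kinase inhibitor p21, was counted 3901, 3759 and 3687 times in the scramble libraries and 8519, 8565 and 8210 times in the Hdac4-shRNA3 libraries. After normalization it was at 128 ± 1.89 CPM (SD, n = 3) in scramble libraries and 271 ± 4.94 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, 2.13 times the scramble level, with a log2 fold change of 1.09 (SE 0.0399, adjusted p = 3.31e-15). Every Hdac4-shRNA3 library exceeded every scramble library (two-sided exact permutation test, p = 0.1, the smallest possible for 3 against 3). The log2 fold change was between 1.06 and 1.18 under the normalizations, filters, tests and omissions of a library that were set beforehand, and was 1.04 with counts divided by Gapdh counts, an alternative chosen after seeing the data. A transcript annotated as AC167363.2 overlaps 273 of its 3553 exon bases.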

Among the identified differentially expressed cell cycle-related genes was *Cdkn1a*, a negative regulator of the G1/S-phase of the cell cycle. STRING analysis indicated that HDAC4 interacted with CDK1 and CDKN1A. We also validated the mRNA expression of several cell cycle-related genes in *Hdac4* knockdown MC3T3-E1 cells. As expected, the mRNA expression of *Cdk1*, *Ccna2*, *Ccnb1*, and *Pcna* was significantly decreased, whereas that of *Cdkn1a* was significantly increased in Hdac4-shRNA3-expressing cells (Figure 5B). These data are in accordance with the phenotypes reported above and demonstrate that *Hdac4* downregulation may suppress cell proliferation through its negative effects on the expression of multiple cell cycle-related genes in MC3T3-E1 cells. Next, we focused on *Pcna*, which defines the late G1/S and early G2/M subpopulations of the cell cycle, to determine whether the downregulation of *Pcna* might contribute to the observed frontal bone defects. We found that the expression of *Pcna* was downregulated in the E15.5 embryonic head (Figure 6A). Western blot analysis of the frontal bone in control and *Hdac4*^fl/fl^*;Wnt1-Cre* pups further confirmed the downregulation of *Pcna* (Figure 6B), indicating that this gene might be a downstream target of *Hdac4* in the regulation of cell proliferation in the developing frontal bone. These results suggested that decreased cell proliferation and frontal bone defects due to *Hdac4* deficiency may be attributable, at least part, to the resulting negative effects on *Pcna* expression.

**FIGURE 5:**
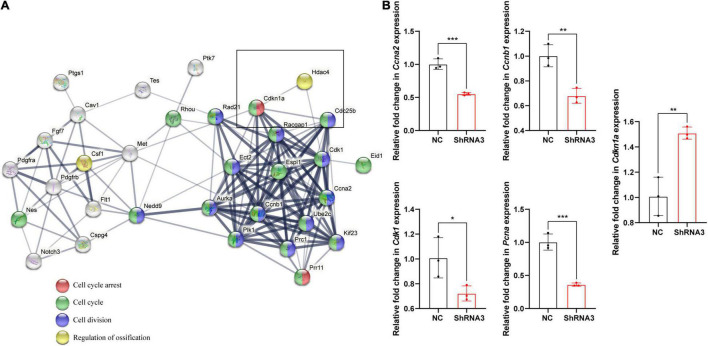
**(A)** The STRING database (https://string-db.org/) was used to analyze the protein–protein interaction network relating to the cell cycle-related genes present among the top 500 differentially expressed genes and their interaction with Hdac4. Protein interactions between HDAC4 and CDKN1A as determined by STRING-based analysis. **(B)** RT-qPCR analysis of cell cycle-related genes in control and Hdac4-shRNA3-transfected cells. *P < 0.05; **P < 0.01; ***P < 0.001.

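When all genes tested were ordered by p-value, 27 of the 32 genes drawn in the network were among the first 500. The number ranged from 23 without a count filter to 31 with DESeq2, with limma-voom or without Hdac4-shRNA3 replicate 2. When genes were ordered by the size of the log2 fold change instead, 0 of the 32 were among the first 500, and 5 were when at least 10 counts were required in every library. Nes had the smallest p-value of the 32, ranking 9, and Hdac4 the largest, ranking 4641. The legend names Hdac4 for its interactions and does not place it among the 500.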

**FIGURE 6:**
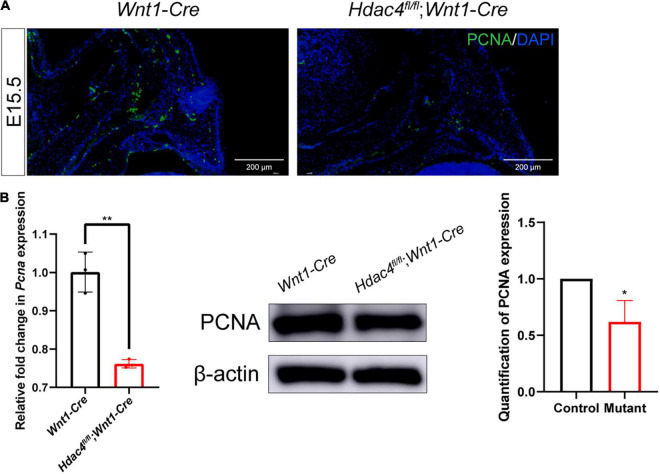
**(A)** Immunofluorescence staining of PCNA in the frontal bone of control and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice at P0. **(B)** RT-qPCR analysis and western blotting of PCNA in the frontal bone of control and *Hdac4*^fl/fl^*;Wnt1-Cre* mutant mice. *P < 0.05; **P < 0.01.

## Discussion

HDAC4, a class II HDAC, plays a critical role in numerous biological processes, including cell differentiation and proliferation, by regulating gene transcription. Although HDAC inhibitors are commonly used in clinical settings (Duvic and Vu, 2007), babies born from HDAC inhibitor-treated mothers show abnormal craniofacial development, highlighting the critical need to unravel the role that HDACs play during head development. Studies have revealed that the class I HDACs, *Hdac3* and *Hdac8*, are required for proper craniofacial development. The deletion of *Hdac3* and *Hdac8* in CNCCs results in various craniofacial deformities, including cleft palate, microcephaly, and calvarial bone defects (Haberland et al., 2009; Singh et al., 2013). *Hdac4*-null mice exhibit ectopic chondrocyte hypertrophy during endochondral ossification. The forelimb, ribcage, vertebrae, and base of the skull, but not the rest of the craniofacial bones, are severely affected in *Hdac4*-null mice (Vega et al., 2004). DeLaurier et al. revealed mRNA expression of *hdac4* in migrating CNCCs in the head at 15 hpf (hours post fertilization) in zebrafish. MO-knockdown of *hdac4* in zebrafish led to a severe reduction of migratory CNCCs in early embryogenesis, which resulted in facial shortening and defects in palatal skeleton cartilage (DeLaurier et al., 2012, 2019).

In the present study, using tissue-specific approaches, we provided evidence for the first time that CNCC-intrinsic *Hdac4* activity is required for proper frontal bone development in the mouse. Our data showed that *Hdac4* is hardly expressed in the early stage of embryonic head at E10.5 and E11.5. *Hdac4* expression was first detected in osteogenic fronts and craniofacial bone primordia at E14.5, that is, when craniofacial bone formation begins. These results indicated that, in contrast to the function of *hdac4* in migratory CNCCs in zebrafish, *Hdac4* in mice mainly functions in later stage of embryonic craniofacial development, when CNCCs differentiate into osteoblasts. *Hdac4* deficiency in CNCCs of *Hdac4*^fl/fl^*;Wnt1-Cre* pups at P0 led to defects in multiple craniofacial bones, particularly the frontal bones. In *Hdac4*^fl/fl^*;Wnt1-Cre* mice, the frontal bones exhibited decreased length, height, and posterior width, but not anterior width. The size and the volume of the frontal bones were smaller in *Hdac4*^fl/fl^*;Wnt1-Cre* mice than in the controls. However, maxilla and mandible size was not affected. Although *Hdac4* was also knocked out in other craniofacial structures, including the maxilla and mandibles, no significant defects were observed (Supplementary Figure 3). These findings indicate that different craniofacial structures have different sensitivities to HDAC inhibition. *Hdac4* knockdown significantly reduced the proliferative activity of MC3T3-E1 cells by arresting the cell cycle at the G1 phase, similar to its previously described role in other cell types, such as skeletal muscle satellite cells and vascular smooth muscle cells (Wang et al., 1999; Cao et al., 2019). In accordance with the *in vitro* findings, *Hdac4*^fl/fl^*;Wnt1-Cre* pups showed reduced cell proliferation in CNCC-derived osteoblasts in the frontal bone. Collectively, these observations indicate that *Hdac4* expression positively regulates osteoblast proliferation.

We found that the suppression of osteoblast proliferation by *Hdac4* ablation was attributable to its negative effects on the expression of cell cycle-related genes, including *Cdkn1a*, *Ccna2*, *Ccnb1*, *Cdk1*, and *Pcna*. *Hdac4* knockdown led to the upregulation of negative regulators of the cell cycle, such as *Cdkn1a.* Studies have shown that HDAC4 represses *CDKN1A* expression in human cancer cells in a SP1-dependent manner (Qian et al., 2006). 

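Of 7 genes encoding cyclin-dependent kinase inhibitors (the Cdkn1 and Cdkn2 families), 4 had enough counts to be tested. Cdkn1a was upregulated and the other 3 were downregulated, with adjustment over all genes or over the list alone, and the log2 fold changes ranged from -1.75 to 1.09. For each of the 4, the Hdac4-shRNA3 libraries did not overlap the scramble libraries.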

CDKN1A was reported to interact with multiple HDACs, including HDAC4, in a human osteosarcoma cell line (Seo et al., 2009). Notably, some genes that positively regulate cell proliferation, such as *Pcna*, were significantly downregulated following the knockdown of *Hdac4*. PCNA plays a critical role in cell proliferation initiation. In osteosarcoma cells, HDAC4 promotes cell proliferation through the regulation of *PCNA* expression (Geng et al., 2011). Although *Hdac4* mainly exerts its regulatory functions by deacetylating histones, and thereby exerting an inhibitory effect on transcription, *Hdac4* can also deacetylate some non-histone substrates to regulate their functions and stability. For instance, Wang et al. (1999) demonstrated that HDAC4 binds to the N terminus of MEF2C and subsequently represses its transcriptional activity (Choi et al., 2012). Recent studies have also implicated HDAC4 in the deacetylation of other non-histone proteins, such as HIF1α, MEKK2, and STAT1 (Lichtenstein et al., 1972; Pratap et al., 2003; Thomas et al., 2004; Stronach et al., 2011; Zhou et al., 2013; Liu et al., 2019). These observations indicate that the abrogation of *Hdac4* activity can induce profound changes in gene expression programs in osteoblasts both directly and indirectly. More studies are needed to further clarify the mechanism underlying how *Hdac4* regulates the expression of cell cycle-related genes during craniofacial development.

HDAC4 has been reported to regulate endochondral bone formation by interacting with Runx2 and inhibiting its activity (Vega et al., 2004). In line with previous studies, our RNA-seq results demonstrated that *Hdac4* knockdown led to an increase in the expression of osteogenesis-related genes, including *Runx2*, *Col1a1*, and *Sp7*. 

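Col1a1 (ENSMUSG00000001506; chromosome 11, 94936224 to 94953042) was at 338 ± 14.4 CPM (SD, n = 3) in scramble libraries and 11015 ± 326 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of 5.03 (SE 0.0446, adjusted p = 6.19e-24), the smallest p-value of all genes tested. Sp7 (ENSMUSG00000060284; chromosome 15, 102356606 to 102367182), which encodes osterix, was counted only 4, 7 and 2 times in the scramble libraries and 74, 112 and 68 times in the Hdac4-shRNA3 libraries. Its log2 fold change of 4.18 (SE 0.372, adjusted p = 4.52e-09) moved between 3.86 and 4.68 when single libraries were left out. Runx2 (ENSMUSG00000039153; chromosome 17, 44495987 to 44814797) differed much less, at 69.9 ± 4.64 CPM (SD, n = 3) in scramble libraries and 79.5 ± 5.67 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of 0.19 (SE 0.0584, adjusted p = 0.00719). The Runx2 values of the groups overlapped (two-sided exact permutation test, p = 0.2). Without scramble replicate 2, the log2 fold change was 0.13 and its adjusted p-value rose to 0.0731. Runx2 shares 519 of its 8837 exon bases with Runx2os1.

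**Figure D3:**
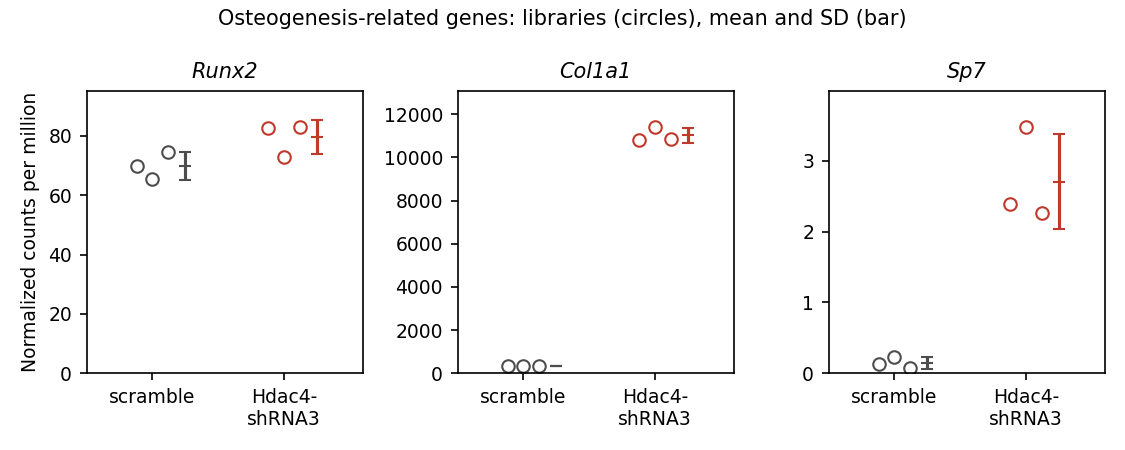
Normalized counts (CPM) of Runx2, Col1a1 and Sp7 in each library (circles), with the mean and SD of each group of 3 libraries (bars), for scramble in gray and Hdac4-shRNA3 in red. Mean Col1a1 rises from 338 to 11015 CPM, and the circles of the groups overlap for Runx2 alone.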

Surprisingly, however, *Hdac4*^fl/fl^*;Wnt1-Cre* mice exhibited reduced frontal bone formation. Several studies have shown that Runx2 exerts an inhibitory effect on cell proliferation (Liu et al., 2013; Xu et al., 2019). Pratap et al. (2003) demonstrated that Runx2 not only promotes bone maturation, but also has a role in attenuating osteoblast growth in osteogenic lineage cells (Xu et al., 2019). Meanwhile, *Hdac4* deficiency in mouse osteoblasts leads to smaller stature along with decreased bone formation (Nakatani et al., 2018). These findings indicate that the upregulation of *Runx2* expression following *Hdac4* depletion might result in reduced osteoblast proliferation and increased ossification, thereby contributing to frontal bone defects in *Hdac4*^fl/fl^*;Wnt1-Cre* mice.

## Conclusion

In conclusion, our findings suggested that craniofacial skeletal development is sensitive to Hdac4 activity. We also found that reduced proliferation of craniofacial osteoblast lineage cells contributed to the frontal bone defects observed in *Hdac4*^fl/fl^*;Wnt1-Cre* mice. Genome-wide transcriptome profiling in osteoblasts further revealed that HDAC4 regulates a large number of genes involved in skeletal development and proliferation, providing important information for future genetic dissection of the regulatory network underlying craniofacial skeletal development. 

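Across all genes tested, the first principal component of log2 CPM held 91.8% of the variance and separated the 3 scramble libraries from the 3 Hdac4-shRNA3 libraries, and the second held 2.43%. The correlation of log2 CPM across genes was 0.993 to 0.994 for libraries of the same group and 0.905 to 0.907 for libraries of different groups, where genes are not independent replicates. The median size of the log2 fold change among genes past the threshold was 0.64.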

Our *Hdac4* conditional knockout model provides an excellent system for dissecting the contributions of epigenetic factors to the intricate process of craniofacial morphogenesis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO GSE186707.

## Ethics Statement

The animal study was reviewed and approved by the Animal Experimental Ethical Inspection of the Shanghai Ninth People’s Hospital Affiliated to Shanghai Jiao Tong University, School of Medicine.

## Author Contributions

NH and JS conceived, designed, and performed the experiments and analyzed the data. QB, DW, and XW contributed to the interpretation of the results and critical revision of the manuscript. All authors agreed to be accountable for the content of this work.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Hdac4 Regulates the Proliferation of Neural Crest-Derived Osteoblasts During Murine Craniofacial Development
**Source:** Front Physiol. 2022 Feb 15;13:819619. doi: 10.3389/fphys.2022.819619

Supplementary Material

# Supplementary Figures

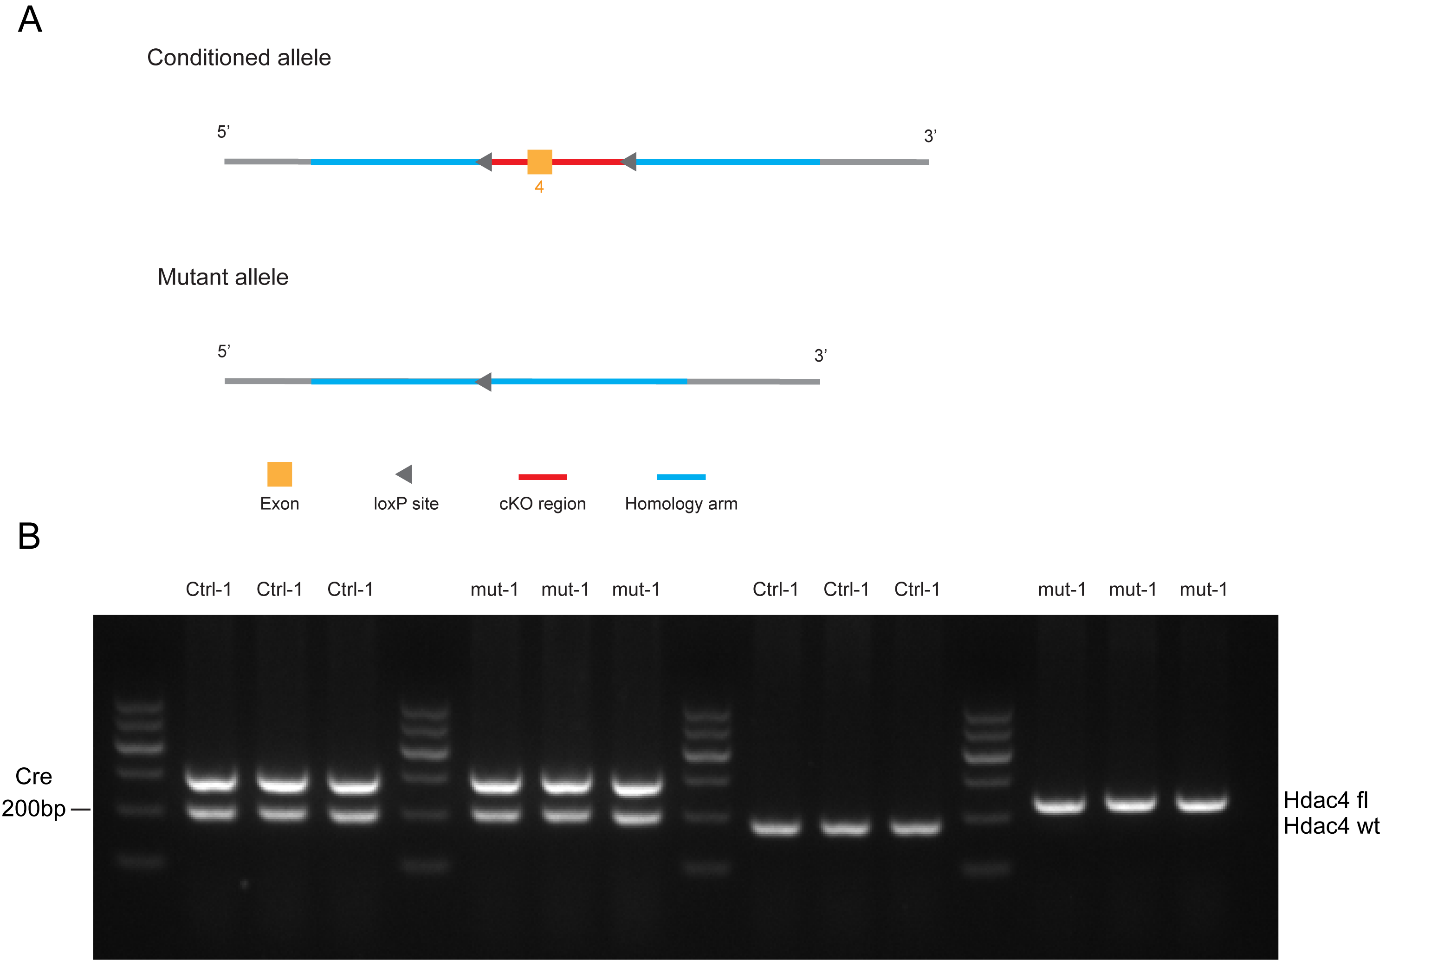
**Supplementary Figure 1.** (**A**) Schematic diagram of the generation of *Hdac4* conditional knockout mice. (**B**) PCR genotyping of *Wnt1-Cre* (control [Ctrl], *n*=3) and *Hdac4^fl/fl^;Wnt1-Cre* (mutant [mut], *n*=3) mice used for micro-CT imaging.

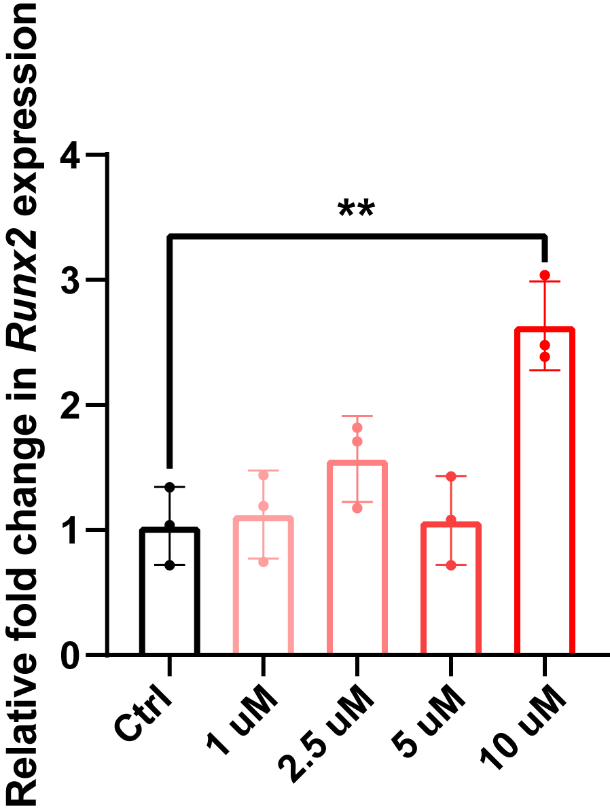

**Supplementary Figure 2.** Determination of the optimum cencentration of tasquinomod. RT-qPCR analysis of *Runx2* expression in control (Ctrl) and MC3T3 cells treated with different concentration of tasquinimod (1 µM, 2.5 µM, 5 µM, and 10 µM). **P<0.01.

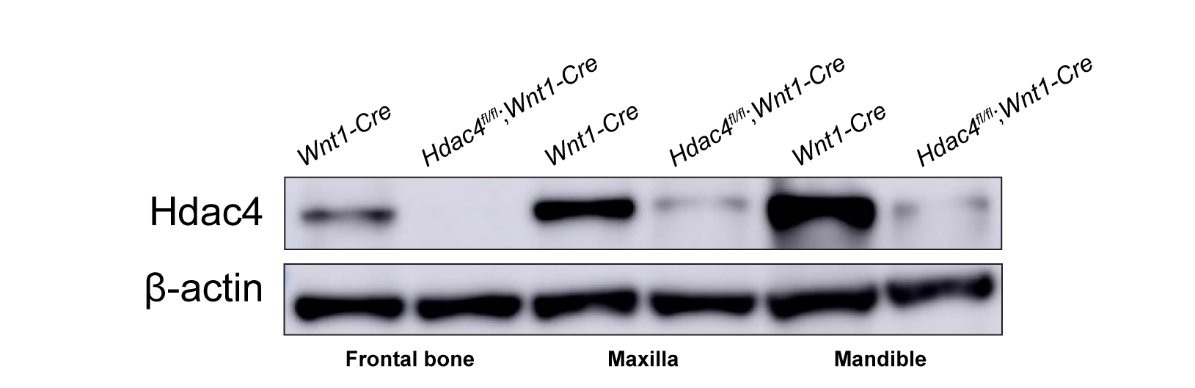

**Supplementary Figure 3.** Western blotting of the frontal bone, maxilla, and mandible of control mice and *Hdac4^fl/fl^*;*Wnt1-Cre* mutants.

# Supplementary Tables

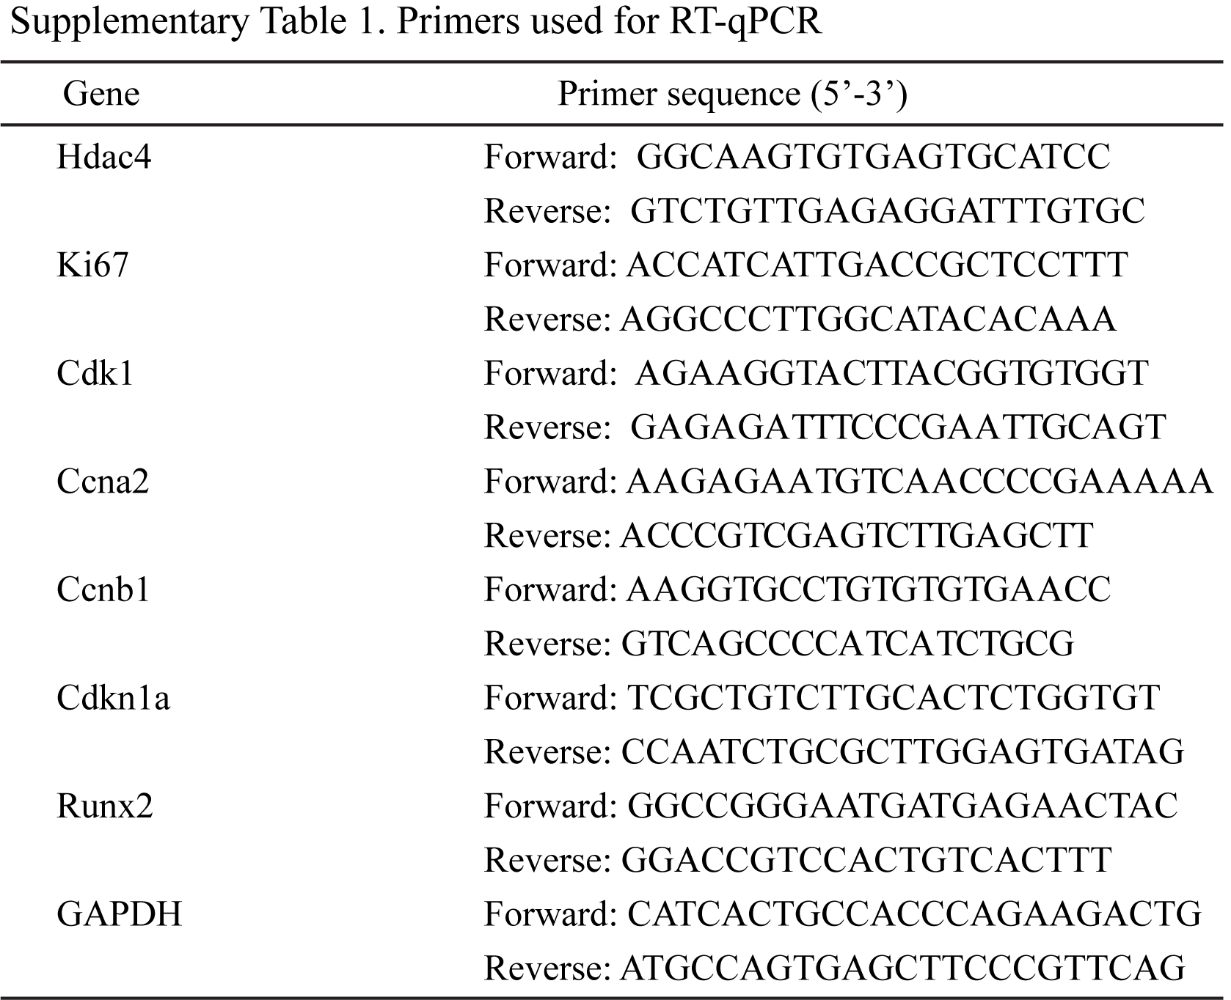

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

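RNA from MC3T3-E1 cells carrying a scramble or an Hdac4-shRNA3 lentivirus was sequenced in 6 libraries, 3 per group. The sample labels describe poly-A selected RNA, an unstranded library kit and paired-end Illumina sequencing. For each library, the authors deposited raw counts, the number of reads counted on each Ensembl gene, without normalization. Each table also ends with summary lines for reads outside genes, reads shared between genes and reads aligned to several places, in the form that htseq-count writes. These lines were left out of the gene counts. The paper's text does not name the aligner, the annotation, the test of differential expression or its normalization. The labels call the knockdown libraries Hdac4-shRNA, and they were taken as Hdac4-shRNA3 from the paper's account of the sequencing.

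Of 53801 gene identifiers, 53706 were found in GENCODE M21, which gave symbols and GRCm38 positions. Counts on genes ranged from 29096544 to 31651826 per library, with a median of 30664721 for scramble and 30331863 for Hdac4-shRNA3. For libraries of the same group, chi-square per degree of freedom was 3.23 to 8.36 over genes with at least 10 counts, so replicates differed by more than the sampling noise. The error of each gene therefore comes from the spread between replicates.

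Counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with its defaults, quasi-likelihood F test, Benjamini-Hochberg adjustment). Genes with an adjusted p-value below 0.05 and a log2 fold change beyond 0.05 in size were called. Normalized counts (CPM) are given as mean and SD of 3 libraries. Exact permutation tests of single genes were two-sided. They cannot give a p below 0.1 with 3 libraries against 3, so calls rest on the model across genes. Gene sets came from the mouse Reactome sets of fgsea 1.28.0 and the cell cycle lists of Seurat 5.3.0. They were tested by one-sided Fisher's exact tests among down- and upregulated genes (32 tests, against the 14510 tested genes matched to a symbol or Entrez identifier) and by camera in limma 3.58.1 with an inter-gene correlation of 0.01 (16 sets, two-sided). The GO, KEGG and STRING annotations were not used here. Figures were drawn with matplotlib 3.10.9.

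Genes named in the text are Hdac4, the genes the paper names for the MC3T3-E1 knockdown, the genes of Figure 5A, the Hdac1 to Hdac11 genes, and the 3 genes with the largest and the 3 with the smallest log2 fold change among called genes with at least 100 counts per library on average and groups that did not overlap. Lists of osteoblast genes, p53 targets, interferon response genes and cyclin-dependent kinase inhibitors are given as counts, medians and ranges. Genes whose exons overlap other genes are less certain, since the reads carry no strand and those recorded as shared between genes are not in the gene counts.

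The alternatives were DESeq2 size factors, library size alone or upper quartile normalization in the same edgeR fit, no filter beyond 1 count, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the replicate number as a block, fold change thresholds of 0, 0.5 and 1, and leaving out each library in turn. These, the main design and the rule for named genes were fixed before the data were examined. The replicate numbers come from the sample labels, which describe 3 independent RNA samples for each group and do not say that the numbers pair the groups. DESeq2 with thresholds of 0.5 and 1, and division by Gapdh counts, were added after seeing the data. The edgeR test was also tested on simulated data with 200 planted changes, of which 183 were in genes that passed the filter. It recovered 91.3% of these, and 99.3% of the 149 in genes with at least 100 counts. Over all genes, 9 of 176 calls were false. The planted log2 fold changes were 0.5 or 1 in size, balanced in direction, with the same dispersion for all genes. In the real data, 75.1% of the genes tested were called. The simulation therefore does not show how the normalization or the calls behave when most genes differ.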

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

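The results in this part are signals in genes that the paper does not discuss. The tests of depth, of receptor genes gaining a count, of tissue gene lists and of X chromosome paralogs were chosen after the result was seen.

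In Hdac4-shRNA3 libraries, 839 genes had over 3 counts in every library while every scramble library had 3 or fewer, and 199 genes showed the opposite. Of the 839, 486 are protein-coding, and the median of their mean counts was 10.0. Each Hdac4-shRNA3 library had counts on 22148 to 22640 genes, against 19373 to 19797 for scramble. Depth was tested by drawing every library down to 29096544 counts. The lowest Hdac4-shRNA3 library still had 2454 more genes than the highest scramble library, so depth does not account for the difference. Genomic DNA was tested with 1963 olfactory and vomeronasal receptor genes. Their share of counts in the lowest Hdac4-shRNA3 library was 2.45 times that in the highest scramble library, while reads outside genes rose by a factor of 1.36 by the same comparison, as genomic DNA would give. The receptor counts, however, lay on few genes. Each Hdac4-shRNA3 library had 563 to 632 of them on 94 to 102 receptor genes, against 193 to 225 on 40 to 49 in scramble. Genomic DNA would spread such counts over many more of the 1963 genes, so this argues against it as their main source. Genomic DNA as the source of all the additional genes was not borne out. Receptor genes without a scramble count gained one in 6.20% of cases, against 30.1% for other genes of the same exon length. RNA of another tissue was tested with 13 lists of tissue genes, and at most 22.2% of a list (erythroid) appeared only in Hdac4-shRNA3 libraries. That share leaves out genes with over 3 counts in a scramble library. Summed over the libraries of a group, counts were higher in Hdac4-shRNA3 for 6 of the 13 lists, most of all for chondrocytes (379 in scramble, 5340 in Hdac4-shRNA3) and endothelium (56 and 610), and lower for the other 7. RNA of the cell types of the 6 lists with higher counts was therefore not excluded. Genomic DNA was not excluded as a source of some of the additional genes. The knockdown itself, or another difference between the cell populations, including their cell types, may account for others, and these could not be separated.

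The 4 Y chromosome genes examined (Ddx3y, Uty, Kdm5d and Eif2s3y) had 213, 132 and 177 counts in the Hdac4-shRNA3 libraries and 0, 0 and 7 in the scramble libraries. The lowest Hdac4-shRNA3 total was 132. Per 1000 counts on the X chromosome paralogs of these genes, there were 5.83 to 9.53 Y counts in Hdac4-shRNA3 libraries and 0 to 0.206 in scramble libraries. The Y signal was thus small beside that of the paralogs. It does not show that the Hdac4-shRNA3 population as a whole carries a Y chromosome. Reads of X chromosome paralogs placed on these genes would be more frequent in scramble libraries, since paralog counts in Hdac4-shRNA3 libraries were 0.635 times those of scramble. The Y signal went the other way. Xist was counted 12321, 10611 and 9996 times in Hdac4-shRNA3 libraries and 38860, 34913 and 33205 times in scramble libraries. The source of the Y chromosome signal remains open. The design gives no biological explanation for it, and none was tested. A difference between the cell populations, named above for the additional genes, may therefore also lie behind this signal.

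Hdac9, which the paper does not discuss, fell from 16.8 ± 0.441 CPM (SD, n = 3) in scramble to 2.07 ± 0.184 CPM (SD, n = 3) in Hdac4-shRNA3 libraries, a log2 fold change of -3.02 (SE 0.114, adjusted p = 5.26e-15), with 3 of 3 Hdac4-shRNA3 libraries below every scramble library. Hdac4 itself changed by -0.44. Of the 11 genes Hdac1 to Hdac11, 7 were downregulated (Hdac1, Hdac2, Hdac3, Hdac4, Hdac5, Hdac6 and Hdac9), 3 upregulated (Hdac7, Hdac10 and Hdac11) and Hdac8 was not called. The calls of Hdac5, Hdac8 and Hdac10 changed with the alternatives other than the fold change threshold, and no gene of the family changed direction. Hdac6 fell by 1.16 and lies in a segment of the X chromosome where most genes were lower. The Hdac4-shRNA3 target sequence matched no Hdac9 transcript. Silencing through the guide's seed was tested across genes with the seed match in their 3′ UTR, whose median shift was -0.0195, and 245 of 1000 control sites gave a shift as low. A direct seed effect on Hdac9 alone was not tested. Whether Hdac9 responds to Hdac4 or differs between the cell populations could not be told apart with 1 shRNA.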

How the results depend on the processing

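The numbers of genes called depended mainly on the fold change threshold. At 0.5 there were 3579 upregulated and 2879 downregulated genes, and at 1 there were 2397 and 1543, against 5521 and 5393 at 0.05. With DESeq2, the thresholds of 0.5 and 1, chosen after seeing the data, gave 3948 and 2920 upregulated and 2967 and 1655 downregulated genes. The other alternatives set beforehand stayed within 1.5 times the 5521 and 5393 genes, from 4709 to 6316 upregulated and from 4608 to 5789 downregulated. Leaving out each library in turn gave 5370 to 5519 upregulated and 5165 to 5402 downregulated genes. With the replicate number as a block there were 5523 and 5441, of which 5462 and 5367 were the same genes. The deviations of same-numbered libraries from their group means had a mean correlation of 0.0108.

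Hdac4 was lower under every alternative, with log2 fold changes from -0.49 (counts divided by Gapdh counts, chosen after seeing the data) to -0.35 (upper quartile normalization). It was -0.44 with the replicate block. Its adjusted p-value stayed below 0.05 under each alternative that has a test, but at a log2 fold change threshold of 0.5 or 1 it would not be called. Of 53 named genes, none changed direction, and 4 (Runx2, Hdac5, Hdac8 and Hdac10) changed their side of the adjusted p-value threshold under at least 1 alternative. In all, 9 values no longer passed it and 3 newly passed it. The fold change thresholds of 0.5 and 1 are not part of this count. Division by Gapdh counts, which gives no test, lowered log2 fold changes by 0.0457, more than the SD between replicates for Pcna and Cdkn1a. Upper quartile normalization moved these 2 genes further, to -0.518 and 1.18, without changing their calls. The median log2 fold change of Cell Cycle, Mitotic and of Extracellular matrix organization kept its sign and its side of the threshold under each alternative tried, the block included, and so did their odds ratios among down- and upregulated genes respectively.

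Some set results moved to the other side of an odds ratio of 1 or of a median of 0. Each set was tested among downregulated and among upregulated genes, and values changed to the other side of 1 mostly in the direction that the paper does not report. At a threshold of 1, the odds ratio among downregulated genes fell to 0.38 for S Phase (1.93 at 0.5), 0.455 for DNA Replication (1.91 at 0.5), 0.63 for the S phase list (4.26 at 0.5) and 0.311 for Ca2+ pathway (0.878 at 0.5). In the other sets at a threshold of 1 it rose to 1.34 for Extracellular matrix organization (1.02 at 0.5), 1.07 for ECM proteoglycans and 1.89 for the integrin set (1.35 at 0.5). Among upregulated genes it rose to 1.07 for Muscle contraction and 1.06 for Axon guidance at a threshold of 1, and to 1.23 for Ca2+ pathway at 0.5. Without a filter, odds ratios among downregulated genes were 1.39 for Extracellular matrix organization, 1.03 for Collagen formation, 1.63 for the integrin set and 1.49 for PI3K AKT activation, and among upregulated genes 1.64 for Axon guidance and 1.83 for Ca2+ pathway. With DESeq2 the values were 1.08 for Extracellular matrix organization, 1.26 for the integrin set and 1.29 for PI3K AKT activation among downregulated genes, and 1.32 for Axon guidance and 1.09 for Ca2+ pathway among upregulated genes. The integrin set among downregulated genes was also at 1.06 with library size alone, 1.08 with the upper quartile method and 1.12 with at least 10 counts. Leaving out each library in turn gave 0.969 to 1.08 for the integrin set among downregulated genes, and among upregulated genes 0.903 to 1.01 for Axon guidance and 0.800 to 1.20 for Ca2+ pathway. The median of Axon guidance was 0.028 with the upper quartile method, and that of Ca2+ pathway was 0.039 with library size alone, 0.071 with the upper quartile method and 0.019 with at least 10 counts. At a threshold of 1, S Phase, DNA Replication and the S phase list were also low among upregulated genes (0.089, 0.106 and 0). Their median log2 fold changes were -0.36, -0.38 and -0.54, so most of their genes fell by less than this threshold. The cause of the other changes was not tested. Of the 32 odds ratios, 18 were unchanged under each alternative. A further 3 values no longer passed the adjusted p-value threshold. These were PI3K AKT activation among upregulated genes at a fold change threshold of 1, and Axon guidance among downregulated genes at 0.5 and 1. In the other direction, 1 value newly passed the adjusted p-value threshold (Ca2+ pathway among downregulated genes without a filter, 2.30). Of the 16 medians, 12 were unchanged, and 8 further values no longer passed it.

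Depth limits single genes with few counts, such as Sp7. The number of libraries limits the exact tests of single genes, where 3 against 3 give a p of 0.1 at the smallest.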

Differences from the paper's values

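The paper's text gives 2964 downregulated genes, and 5393 were found here. Of the alternatives set before the data were examined, a log2 fold change threshold of 0.5 came within 1.5 times the paper's value, with 2879 genes, and none of the others did. DESeq2 with a threshold of 0.5 gave 2967 downregulated genes, and 3948 upregulated genes against the paper's 3913, but this setting was chosen after seeing the values, out of 12 combinations of tool and threshold that were looked at. The paper states a threshold of 0.05.

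The paper's RT-qPCR is a different assay. The paper's text does not say whether its RNA was the RNA that was sequenced. The values were read by eye from the figures as levels relative to scramble. For Hdac4 the paper's value is about 0.46 in Fig. 3C, and 0.736 was found here from the counts. For Ccnb1 it is about 0.68 in Fig. 5B, against 0.250 here. For Cdk1 it is about 0.72 in Fig. 5B, against 0.330 here. For Pcna it is about 0.36 in Fig. 5B, against 0.656 here. None of the alternatives set before the data were examined closed these gaps, nor did dividing by Gapdh counts, which was chosen after seeing the data. The directions were the same.

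The paper lists the calcium signaling pathway among those enriched in upregulated genes. The Reactome Ca2+ pathway is a different annotation whose genes were not compared with those of that pathway. It therefore cannot decide the paper's statement. Its odds ratio among upregulated genes was 0.774 here. Without a filter it was 1.83, but 2.30 among downregulated genes, where it newly passed the threshold. It was also above 1 with DESeq2 (1.09), with a threshold of 0.5 (1.23) and without scramble replicate 1 (1.20) or 2 (1.04). The legend of Fig. 5A places the network's cell cycle-related genes among the 500 top differentially expressed genes. By p-value, Cdkn1a, Rad21, Csf1 and Met ranked 603, 631, 552 and 521 here. Hdac4, which the legend names for its interactions and does not place among the 500, ranked 4641. With DESeq2, with limma-voom or without Hdac4-shRNA3 replicate 2, 31 of the 32 drawn genes, Hdac4 included in the 32, were among the first 500. The paper describes upregulation of negative regulators of the cell cycle. Of the 4 cyclin-dependent kinase inhibitor genes tested, 3 were downregulated here.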

Other observations

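The tests of S and G2/M lists together, of the 10 most counted genes and of related neighboring genes were chosen after the result was seen.

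Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes past the threshold as the real split. Among the 4 splits that part all same-numbered libraries it was also 1. The other 9 splits gave 0 genes, with 12 to 56 genes at an unadjusted p below 0.05. For gene sets tested by camera, 1 of the 10 splits gave as many sets as the real one, which gave 14, while the others gave 8 to 12. Camera thus called many of these sets in mixed splits too, but each mixed split still holds part of the difference between the groups, so these splits are not a null for the sets. With 10 splits the share cannot be under 0.1, so counting splits cannot settle whether the groups differ by chance. In mixed splits the group difference also adds to the spread within each side, so their 0 genes are not a null either. For the genes, other values argue against a chance difference. The groups did not overlap for 76.8% of genes tested, against 10% by chance. Correlations of log2 CPM were 0.993 to 0.994 within groups and 0.905 to 0.907 between them. For the sets, the splits leave the question open.

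Several technical explanations for the differing genes were tested. Gene totals of the groups overlapped, with the highest scramble total 1499033 above the lowest Hdac4-shRNA3 total. Across genes, the log2 fold change was unrelated to exon length (Spearman rho -0.0049) and to GC content (rho 0.0288), where genes are not independent replicates. The 10 most counted genes took 1.55 percentage points more of the counts in Hdac4-shRNA3 libraries. An interferon response stronger in Hdac4-shRNA3 than in scramble libraries was not seen. Of 10000 random lists matched on expression, 9412 had a median at or above that of 26 interferon response genes. The scramble cells also carried a lentivirus, so a response shared by both groups would not show here.

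A candidate explanation for the higher Cdkn1a is a p53 response. Of 25 p53 target genes listed without Cdkn1a, 19 were upregulated and 3 downregulated, with a median log2 fold change of 0.64, and 0 of 10000 matched random lists had a median as high. The p53 protein was not measured in these libraries, and other regulators of the same genes were not tested. The fall of the S and G2/M lists together was tested the same way. For both lists, 0 of 10000 random lists had a median as low. This is consistent with fewer cycling cells in the Hdac4-shRNA3 cultures, which may be a consequence of the knockdown or of another difference between the cultures.

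Neighboring genes changed together along some chromosomes. In windows of 50 tested genes, 8 of 278 medians lay outside the range of 1000 shuffles of gene order, and no shuffle spread as widely (SD 0.256, against at most 0.129). A window on chromosome 18 from 36783008 to 38339003 had the highest median, 1.47. Clusters of related genes regulated together were tested by keeping 1 gene per name stem with at least 5 CPM on average, a test chosen after windows had been inspected, and 11 of 150 medians were then outside. No window on chromosome 18 was among them, and the stretch of chromosome 13 found outside before was not covered by this test. The 2 windows then covering the stretch with the highest median had medians of -0.195 and -0.0729, so that median depended on related or weakly expressed genes and is not counted toward copy number here. On the X chromosome, from 6399854 to 70365084, 124 of 150 genes were lower, with a median of -0.73, whereas the rest of X had a median of 0.22. These bounds were also chosen after inspection. Chromosome 19 had a median of 0.37 and chromosome 14 a median of -0.26. A difference in chromosome copy number between the cell populations may therefore contribute to the differing genes. No DNA was analysed here, and coordinated regulation of unrelated neighbors was not excluded. The paper's text does not say whether the 3 replicates of a group came from separate infections, so effects of the knockdown and differences between the infected populations cannot be told apart with 1 shRNA.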
